A study of Mus musculus with 2688 samples.

How the data were processed

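Single microglia of CD1 mice had been sorted by flow cytometry into 384-well plates, 1 cell per well, and full-length libraries had been made by SmartSeq2 with spike-in RNA of the ERCC set. The labels gave 2688 wells on 7 plates, 28 of them blanks, and placed every other well in 1 region, 1 of 3 ages (embryonic, 3 weeks, 16 weeks) and 1 replicate. The deposited table holds unnormalised read counts per gene and well, which the authors made with STAR 2.5.2b and featureCounts 1.6.2 on GRCm38. Per the file headers it also holds each gene's position and a Length column, the summed exon length in bases, which no comparison used. The table had 48587 gene rows and 92 spike-in rows; 716 gene rows carried a symbol that another row also carried and were kept as separate rows.

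The wells of plate columns 1 and 2 needed a correction that was chosen after seeing the data. Their deposited counts contain, besides their own reads, the counts of all wells of the same row whose names begin with the same characters: the first well of a row holds those of its columns 10 to 19, and the second those of its columns 20 to 24. Subtracting these wells left 0 of 1960623 gene rows below 0 over 224 wells, whereas subtracting the matching wells of the next row left 63.0% below 0. The comparisons were first computed on the counts as deposited, which is the input that had been planned. After the overlap was found, the counts of the other wells were taken out, and these corrected counts are the values reported; the counts of genes from the counts as deposited stand beside each comparison, and further results are given without these wells altogether.

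A well was kept as a cell when at least 500 genes had 1 or more counts and at most 20% of its counts came from mitochondrially encoded genes. This kept 2402 of 2660 sorted wells (90.3%); 248 had fewer genes and 10 had a higher mitochondrial share. Spike-ins took 0.21% of all counts and mitochondrial genes 2.84% of gene counts. The counts of the kept cells were summed per region sample, meaning the cells of 1 region from 1 replicate, which gave 51 region samples with 32 to 62 cells and 5509588 to 22735442 counts each. These region samples were the units of every test. The series design states that several regions came from the same mice. The labels do not say that a replicate number marks a mouse, and the reported fits have no term for it, so region samples of an age may not be fully independent between regions. Each region of an age lay on a single plate, so within a region age and plate change together, and regions of an age that lie on different plates differ in plate too.

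Age groups within a region, regions within an age, the 6 pairs of regions that shared a plate, and differences of age changes between regions were tested with edgeR 4.0.16 (R 4.3.3; TMM scaling, filterByExpr by group, robust quasi-likelihood F tests, two-sided), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Levels are CPM, the counts scaled by TMM library size, and folds come from the edgeR fit. Gene lists were tested with camera of limma 3.58.1 with a preset correlation between genes, again with an estimated correlation, and with fry, which tests whether a list's genes move one way and compares it with no other genes. Adjusted p-values of lists are over the lists tested in a comparison. The lists were microglia homeostatic genes, phagocytic and disease-associated microglia genes, border macrophage genes, lysosome, S phase, G2/M phase, type I interferon response, MHC class I and class II presentation, immediate early and stress genes, chemokines and cytokines, complement, cytosolic ribosomal proteins, nuclear genes of oxidative phosphorylation, glycolysis, cholesterol synthesis, actin cytoskeleton, TGF-beta signalling, microglia and macrophage transcription factors, and markers of neurons, cerebellar granule neurons, astrocytes, oligodendrocytes, endothelial cells, erythroid cells, monocytes, neutrophils, T and NK cells and B cells. A list was tested where at least 2 members passed the filter. A cell was called cycling when at least 5 of 20 G2/M genes had reads after every cell had been thinned to 44117 reads, the 10th percentile; 2161 cells were scored. Of the shallower cells left out 78 were embryonic, 96 of 3 weeks and 67 of 16 weeks. Shares of cycling cells were compared by exact two-sided permutation tests over all 35 splits of 7 region samples.

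Cells were clustered only to look for sorted cells of other types (scanpy 1.11.5, leidenalg 0.10.2; 2000 variable genes, 30 principal components, 15 neighbours, resolution 1). Of 9 clusters, 8 were called microglia-like from markers, holding 2180 cells, and 1 of 222 cells was left unnamed because its cells had 0.17 times the counts of their own samples. Genes of cell division (Ccna2, Top2a), of phagocytosis (Gpnmb, Spp1) and of chemokines, MHC class II and interferon response (Ccl4, Cd74, Ifit2) led 3 of the microglia-like clusters. No doublet caller was run, as the wells had been sorted to hold 1 cell each. All kept cells entered the comparisons.

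Groups, comparisons, tests, lists, thresholds and the rule for naming genes were fixed before the data were examined. The rule took genes with at least 20 CPM in the higher group, without predicted or mitochondrially encoded genes and without the genes of a short list that mark sex; other genes of the X chromosome were kept. Between embryonic and 3 weeks it took the 14 largest rises and 14 largest falls, past the threshold with non-overlapping groups in both cerebellum and spinal cord. Between 3 and 16 weeks it took genes past the threshold in at least 3 of 5 regions, of which there were 0, so every gene named there was chosen after its values were seen. For regions it took the 10 smallest p with at least a 2-fold range of region means per age, for pairs up to 5 genes each way, for interactions the 5 smallest p, and for lists up to 4 members. The value of 1 list member is not reported here.

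The alternatives fixed in advance were RLE normalization, DESeq2 1.42.0, no low-count filter, at least 1000 genes per cell, thinned cells, only cells of microglia-like clusters, all 51 region samples in 1 fit, the replicate number as a block, other cycling limits, and leaving out each region sample in turn. A plate term for the ages of 3 and 16 weeks was planned for the genes named by the rule; since the rule named none, it was applied to the 48 genes past the threshold in any region. Counts as deposited, leaving out plate columns 1 and 2, and leaving them out with thinned cells were added after seeing the data. Each result of a fit across genes was also recomputed for other splits of the same region samples. This count was made in 3 versions for the difference of age changes between spinal cord and cerebellum. A first version of 60 drawn splits, which counted a split and its mirror separately, gave 3 splits with as many genes. Counting each once gave 2 of 60. The version used, fixed before its result was seen, drew 100 distinct splits and gave 3 of 100; for the interaction over 5 regions 60 were drawn.

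The procedure was tested on simulated data made from the counts, with 100 genes changed by 2-fold and 100 by 4-fold. It recovered 4% and 45% of them in the setting of the cerebellum (4 against 3 samples), 4% and 28% in that of cortex (3 against 4), and 3% and 33% for spinal cord against cerebellum at 16 weeks, with 1 or 2 false calls each. Of 200 random lists, 6 had a camera p below 0.05, which does not test lists whose genes move together. The p-values measure the spread between region samples as labelled. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. Where a group had 0 counts a fold is a lower bound against 3 counts over the group.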

Results

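Gene expression was measured in single microglia, the resident macrophages of the central nervous system, of CD1 mice at embryonic age, 3 weeks and 16 weeks. Embryonic cells came from forebrain, midbrain, cerebellum and spinal cord, with 4 replicates each. Cells of 3 weeks and of 16 weeks came from cortex, hippocampus, corpus callosum, cerebellum and spinal cord, with 3 replicates each at 3 weeks and 4 each at 16 weeks. The 14 groups held 51 region samples with 5509588 to 22735442 counts from 32 to 62 kept cells each. Embryonic cells had a median of 3969 detected genes, cells of 3 weeks 2729 and cells of 16 weeks 2461; at 44117 reads per cell the medians were 3200, 2310 and 2083. The deposited counts of wells in plate columns 1 and 2 also hold those of other wells of their row, which were taken out.

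**Figure D1:**
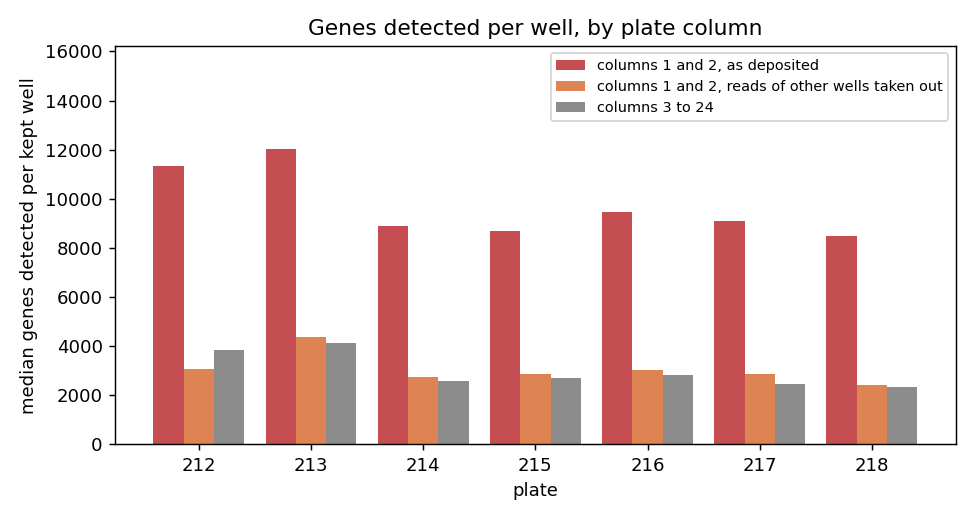
Median number of detected genes per kept well (y axis) on each of the 7 plates, for columns 1 and 2 as deposited, for their own reads, and for columns 3 to 24. As deposited these wells have medians of 8468 to 12017 genes, and other wells 2314 to 4107.

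The first question was how microglia of a region differ between embryonic and 3-week-old mice, which cerebellum and spinal cord could answer. Homeostatic microglia genes rose as a group in both regions. Selplg, the P-selectin ligand, went from 721 ± 34.5 to 5970 ± 556 CPM in cerebellum (SD, n = 4 and 3), an 8.83-fold rise (log2 3.14 ± 0.11, SE). In spinal cord it went from 830 ± 149 to 7200 ± 422, an 8.58-fold rise. Tmem119, a microglial membrane protein, rose 3.88-fold and 4.31-fold, and Cst3, the protease inhibitor cystatin C, rose 3.52-fold and 4.52-fold in cerebellum and spinal cord. Crybb1, a crystallin gene of the same list, fell 8.78-fold and 7.66-fold. Of the 20 homeostatic genes 12 rose and 2 fell in cerebellum, and 13 rose and 2 fell in spinal cord; adjusted over the list alone, 13 and 14 rose and 2 and 2 fell. The list was up by camera with adjusted p = 1.47e-12 in cerebellum and 8.32e-19 in spinal cord (adjusted p = 0.00378 and 0.0107 with an estimated correlation). Selplg lies on chromosome 5 of GRCm38 from base 113818536 to 113832644, and Crybb1 on the same chromosome from 112255815 to 112269585.

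Among the genes named by size of change was Thrsp, a regulator of lipid synthesis, which had 1 read in the 4 embryonic cerebellum samples and 43.7 ± 11.2 CPM at 3 weeks. In spinal cord it rose 284-fold to 59.2 ± 2.08. Tgm2, a transglutaminase, rose 151-fold in cerebellum and 225-fold in spinal cord. Csmd3 rose 94.4-fold and 67.6-fold, and Tnfsf13b, the B cell survival factor BAFF, 101-fold and 65.1-fold. Pmp22, a peripheral myelin protein, rose 11.1-fold and 29.5-fold, and the chemokine receptor gene Ccr6 9.05-fold and 23.4-fold. Atp8b1, Lrrc3, Rgs1, Arhgap22, Nav2, Slco4a1 and Il7r also rose in both regions, by 7.25-fold (Il7r) to 190-fold (Atp8b1) in cerebellum and by 7.38-fold (Slco4a1) to 111-fold (Atp8b1) in spinal cord. Thrsp lies on chromosome 7, from base 97412938 to 97417730.

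Among the falls were Lbp, the lipopolysaccharide binding protein, and Emid1, which had 0 reads in spinal cord at 3 weeks and were at least 693-fold and 698-fold lower there than in embryos. In cerebellum they fell 203-fold and 119-fold. Cxcr2, a chemokine receptor, fell 436-fold and 112-fold in cerebellum and spinal cord, and Gpx3, an extracellular glutathione peroxidase, 288-fold and 37.2-fold. Gas7 fell 20.8-fold and 51.4-fold, and Sdc4, a heparan sulphate proteoglycan, 14.4-fold and 16.7-fold. Mif, Rps26 and Dctpp1 fell by 6.75-fold to 8.30-fold in cerebellum and 5.68-fold to 8.16-fold in spinal cord. The replication genes Mcm5, Uhrf1 and H2afx fell in both regions as well. Lbp in cerebellum is the weakest of these calls, with edgeR adjusted p = 0.0466.

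**Figure D2:**
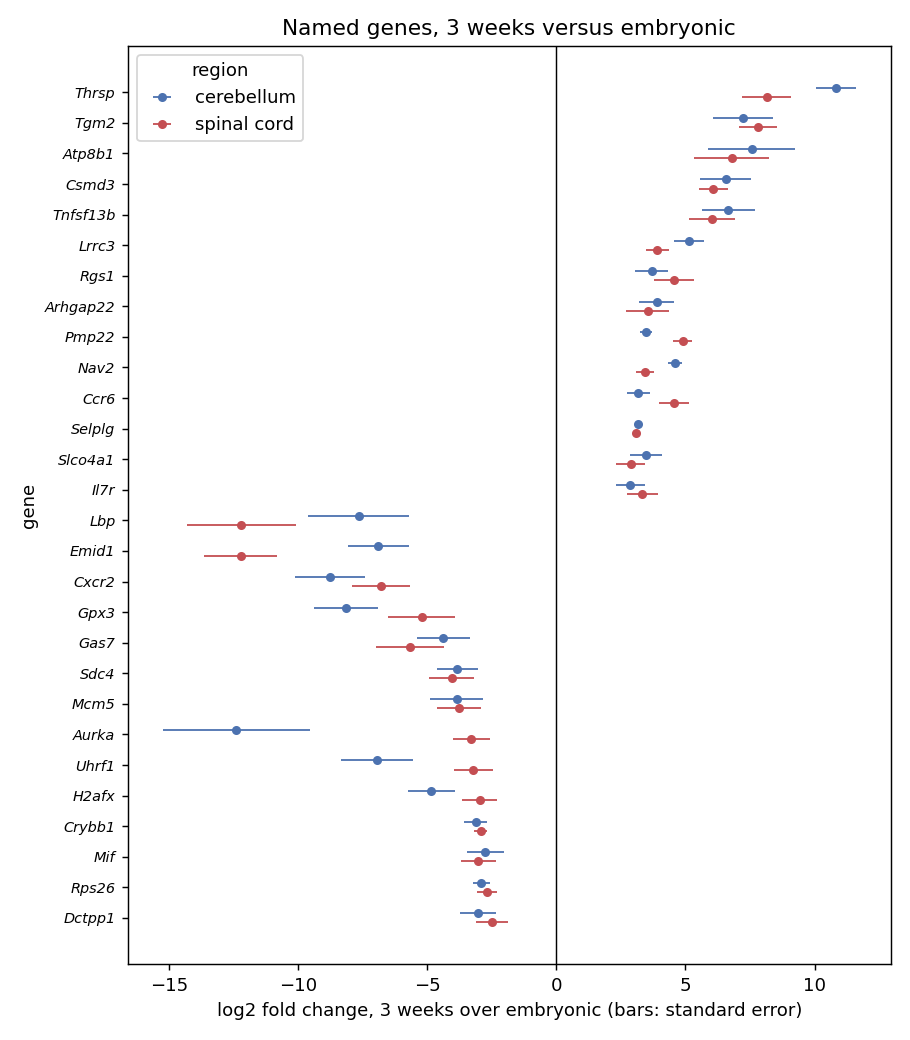
Log2 fold changes of the 28 named genes from embryonic to 3 weeks (x axis) in cerebellum and spinal cord, with standard errors as bars. All 14 genes at the top rose and all 14 below fell in both regions; Lbp and Emid1 in spinal cord and Aurka in cerebellum had 0 reads at 3 weeks, so their plotted sizes depend on the fit.

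Genes of cell division fell. Of 20 S phase genes 5 fell in cerebellum and 3 in spinal cord (adjusted over the list alone, 12 and 11), and of 20 G2/M genes 12 and 2 (adjusted over the list alone, 19 and 15). Aurka, a mitotic kinase, was at least 621-fold lower in cerebellum at 3 weeks and 9.82-fold lower in spinal cord; Mcm5, a subunit of the replicative helicase, fell 14.6-fold and 13.5-fold. By camera the S phase list was down with adjusted p = 1.45e-13 and 4.67e-13, and with adjusted p = 0.00342 and 0.00348 with an estimated correlation. The G2/M list was down with adjusted p = 5.44e-15 and 1.06e-11, and did not pass with an estimated correlation (adjusted p = 0.0686 and 0.0790).

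Genes of energy supply, translation and the cytoskeleton fell, and the median mitochondrial share of cells went from 4.03% to 1.51% in cerebellum and from 3.54% to 2.09% in spinal cord. Of the nuclear oxidative phosphorylation genes 40 of 81 fell in cerebellum and 18 of 80 in spinal cord (adjusted over the list alone, 58 and 45), among them Cox4i1, a cytochrome oxidase subunit, 5.79-fold and 4.03-fold. Cytosolic ribosomal protein genes fell in 32 of 81 and 24 of 80 cases (adjusted over the list alone, 37 and 32, with 1 and 0 rises), with Rpl32 down 6.52-fold and 5.27-fold. Actin cytoskeleton genes fell in 11 and 10 of 20 cases (adjusted over the list alone, 14 and 14); Cfl1, the actin-severing protein cofilin, fell 6.33-fold and 4.55-fold, and Tmsb4x, which binds actin monomers, 4.16-fold and 3.09-fold. Glycolysis genes fell in 6 and 5 of 16 cases, with Pkm down 4.69-fold and 4.78-fold. All 4 lists were down by camera with adjusted p from 1.07e-25 to 7.32e-05. With an estimated correlation they passed in cerebellum, with adjusted p from 0.00217 to 0.0372, and in spinal cord all but glycolysis passed (adjusted p = 0.0785).

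TGF-beta signalling genes, a pathway that maintains microglia, rose in 4 of 14 cases in cerebellum and 4 of 15 in spinal cord (adjusted over the list alone, 7 and 6), with the receptor gene Tgfbr1 up 2.82-fold and 2.00-fold and the integrin gene Itgav 5.27-fold and 5.79-fold. Microglia and macrophage transcription factor genes rose in 6 of 21 cases with 1 fall in cerebellum, and in 4 of 21 with 0 falls in spinal cord (adjusted over the list alone, 8 and 7 rises with 2 and 1 falls). Mef2a, a transcription factor of the list, rose 2.48-fold and 4.06-fold. Both lists were up by camera. TGF-beta genes had adjusted p = 1.62e-05 and 6.94e-07 (adjusted p = 0.0399 and 0.0141 with an estimated correlation). Transcription factors had adjusted p = 0.00796 and 2.23e-05 (adjusted p = 0.0418 and 0.0127 with an estimated correlation). MHC class II presentation genes rose in 3 of 8 and 4 of 9 cases (adjusted over the list alone, 4 and 6), H2-Ob by 6.36-fold and 19.3-fold. Their camera adjusted p was 0.00796 and 8.90e-07 (adjusted p = 0.0733 and 0.00846 with an estimated correlation). MHC class I genes rose in 3 and 1 of 15 cases (adjusted over the list alone, 6 and 4, with 0 and 1 falls), H2-T23 by 6.50-fold and 10.0-fold, with adjusted p = 0.0360 and 0.00790 (adjusted p = 0.139 and 0.134 with an estimated correlation). Type I interferon genes rose in 1 of 18 and 0 of 20 cases, Rnf213 by 4.65-fold in cerebellum, with adjusted p = 0.00122 and 0.000219 (adjusted p = 0.139 and 0.154 with an estimated correlation).

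Markers of other cells also moved between these ages. Border macrophage genes were down in both regions, with 0 of 8 members past the threshold in cerebellum and 1 of 6 in spinal cord, Fcna. Their camera adjusted p was 0.00534 and 6.47e-05 (adjusted p = 0.0748 and 0.0126 with an estimated correlation). B cell markers were down through Ighm, which fell 2.5-fold and 2.7-fold, with adjusted p = 0.00872 and 0.0364 (adjusted p = 0.0720 and 0.154 with an estimated correlation). Their mean log2 change in spinal cord was 0.27, opposite in sign to the test. In spinal cord immediate early and stress genes rose in 5 of 21 cases, Junb 3.81-fold, with adjusted p = 1.09e-05 (adjusted p = 0.0790 with an estimated correlation). Also in spinal cord, neuron markers were down with adjusted p = 0.0147 through Stmn2 (1 of 12), phagocytic and disease-associated genes with adjusted p = 0.00741 (Lyz2 fell 4.22-fold and Cd9 rose 1.86-fold), and chemokines and cytokines were up with adjusted p = 0.0320 (Il1a rose 3.58-fold). The median log2 change of the last list was -0.02 and its mean -0.21, opposite in sign to the test. The 3 lists had adjusted p = 0.0790, 0.159 and 0.261 with an estimated correlation. Lysosome genes did not pass as a list (adjusted p = 0.0998 and 0.218), nor did complement (adjusted p = 0.484 and 0.172) or cholesterol synthesis genes (adjusted p = 0.478 and 0.0684).

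In all, edgeR called 944 of 13933 genes in cerebellum (443 higher and 501 lower at 3 weeks) and 536 of 14834 in spinal cord (296 higher and 240 lower). Both regions shared 206 rises and 187 falls, against 9.9 and 9.1 under independence (Fisher's exact p = 8.4e-252 and 3.7e-230, two-sided, over genes, which are not independent), and 0 genes were called in opposite directions. Counts as deposited gave 1141 and 619 genes, and without plate columns 1 and 2 cerebellum had 591. DESeq2 gave 2154 (1107 higher and 1047 lower) and 1374 (566 higher and 808 lower), so the balance of rises and falls turned in both regions. The count fell most when cerebellum replicates 1, 2 or 3 of 3 weeks (607, 560 and 545 genes) or embryonic replicate 2 (607) were left out, and when spinal cord replicates 1, 2 or 3 of 3 weeks were (327, 301 and 301). The ages lay on different plates.

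The share of cycling microglia was highest in embryos. It was 30.65% ± 8.71 (SD, n = 4) in embryonic spinal cord, 21.13% ± 5.79 in midbrain, 17.73% ± 5.87 in cerebellum and 15.83% ± 1.78 in forebrain. At 3 weeks it was 2.94% ± 1.06 (n = 3) in spinal cord, where 5 of 171 cells were cycling, and 0 of 143 cells in cerebellum, which allows a share of up to 2.10%. At 16 weeks spinal cord had 0 of 145 cycling cells, which allows up to 2.07%, cortex had 2.09% ± 1.45 and hippocampus 1.2% ± 1.39 (n = 4 each). In cells not thinned the means were 32.92% in embryonic spinal cord, 19.65% in embryonic cerebellum, 3.45% in spinal cord and 1.3% in cerebellum at 3 weeks. The embryonic shares were above all shares at 3 weeks in cerebellum and spinal cord, as were those of spinal cord at 3 weeks above 16 weeks, each with exact permutation p = 0.0286, the smallest that 35 splits allow, and adjusted p = 0.0667 over 7 tests. The other 4 tests gave exact permutation p from 0.143 to 1. As deposited the means were 29.56% in embryonic cerebellum and 5.1% in spinal cord at 3 weeks, and the embryonic comparisons had exact permutation p = 0.0857 in cerebellum and 0.0571 in spinal cord. The latter also had p = 0.0571 with at least 8 of 20 genes. Spinal cord between 3 and 16 weeks had p = 0.0857 in cells not thinned, and p = 0.143 with at least 3 of 20 genes and without plate columns 1 and 2. None passed after adjustment, and 0 of 28 blank wells reached 5 genes of the list.

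**Figure D3:**
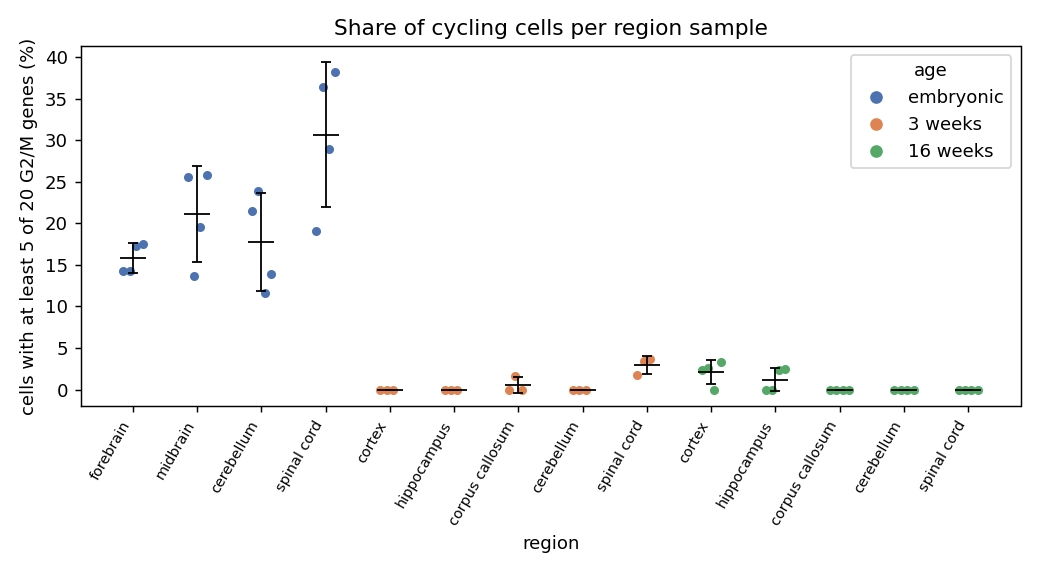
Share of cells with reads from at least 5 of 20 G2/M genes (y axis, percent) in each of the 51 region samples, by region and age; points are region samples, bars the mean and SD. Embryonic region samples lie between 11.63% and 38.24%, and those of 3 and 16 weeks between 0% and 3.70%.

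The next question was how microglia change between 3 and 16 weeks in 5 regions. Few genes passed in any region. In cortex Srgn, which encodes the granule proteoglycan serglycin, rose 9.49-fold from 16.2 ± 3.35 to 153 ± 24.7 CPM (SD, n = 3 and 4; edgeR adjusted p = 0.0133), and the nuclear noncoding RNA Malat1 rose 2.14-fold (adjusted p = 0.00964). In hippocampus Srgn rose 11.7-fold from 16.1 ± 5.49 to 188 ± 72.8 and Malat1 2.23-fold (both adjusted p = 0.0344). The median mitochondrial share of cells also went from 0.74% to 1.77% in cortex and from 0.88% to 1.98% in hippocampus. Lag3, an immune checkpoint receptor, fell 2.22-fold in cortex and 2.98-fold in hippocampus, and Cst3 fell 1.66-fold and 1.52-fold. Apoe, the lipid carrier apolipoprotein E, fell 8.09-fold in cerebellum (4030 ± 423 to 500 ± 273; adjusted p = 0.0312) and 3.55-fold in cortex (2120 ± 470 to 592 ± 136; adjusted p = 0.0255). Its means at 16 weeks were 1000 in hippocampus, 654 in corpus callosum and 498 in spinal cord, against 2720, 2990 and 3030 at 3 weeks, differences that did not pass there. On GRCm38 Srgn spans 62493833 to 62527451 of chromosome 10, Malat1 5795690 to 5802672 of chromosome 19 and Apoe 19696109 to 19699188 of chromosome 7.

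**Figure D4:**
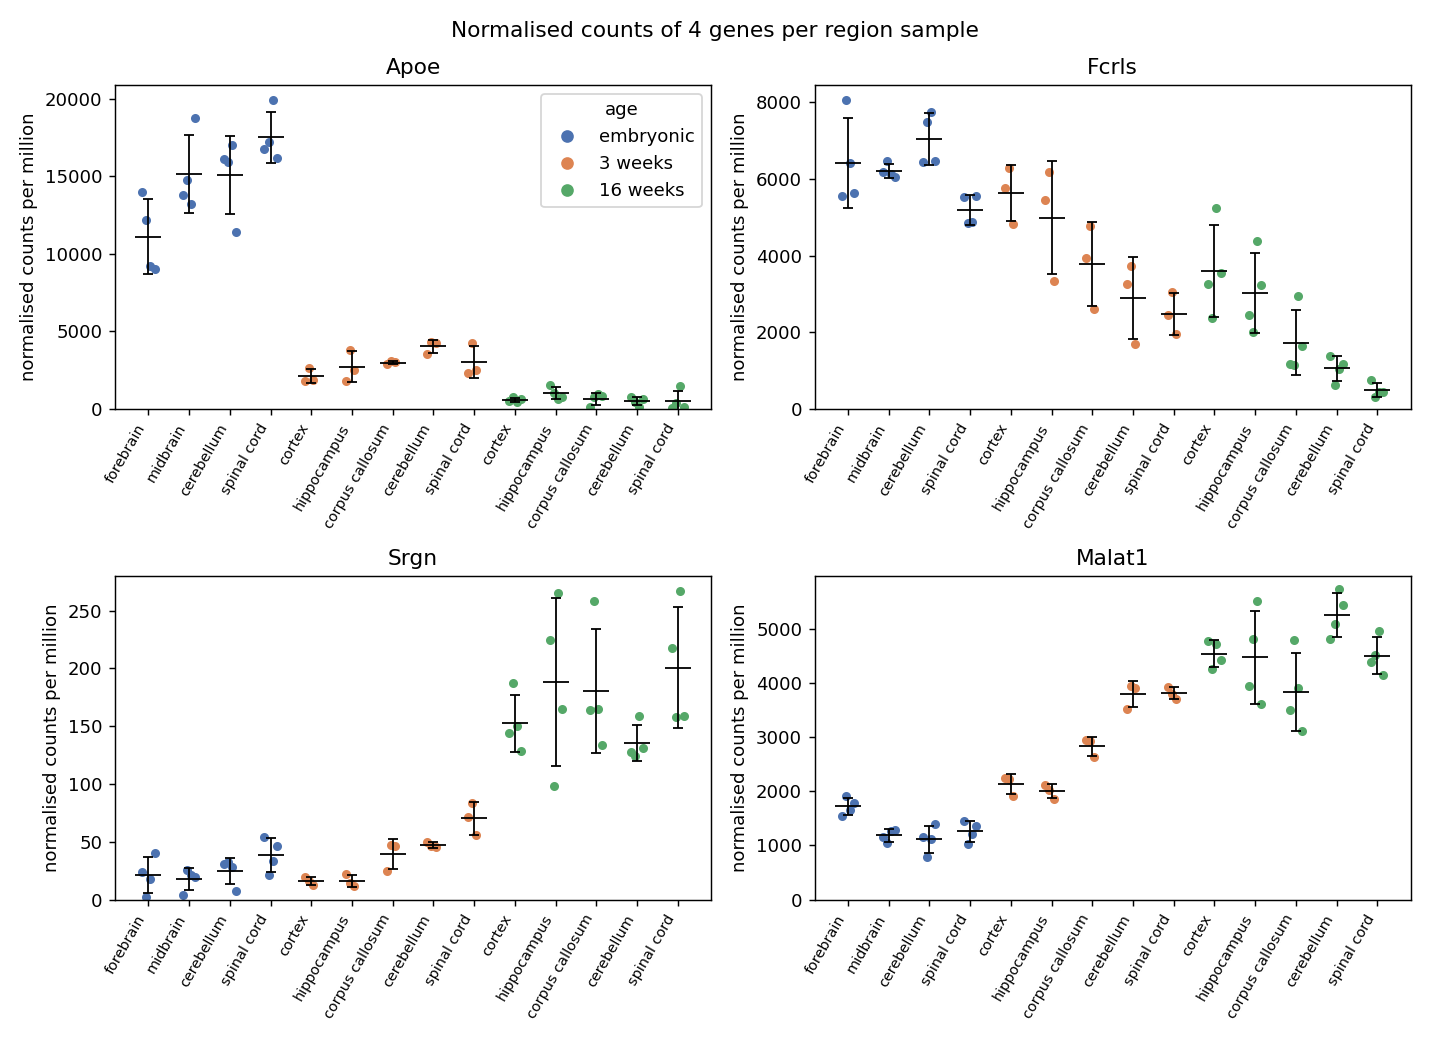
Normalised CPM (y axes) of Apoe, Fcrls, Srgn and Malat1 in each of the 51 region samples by region and age; points are region samples, bars the mean and SD. Apoe means lie between 11100 and 17500 in embryos and between 498 and 1000 at 16 weeks, and Srgn means between 16.1 and 70.4 at 3 weeks and between 135 and 201 at 16 weeks.

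In spinal cord, cell division genes and a microglial receptor fell. Fcrls, an Fc receptor-like gene of the homeostatic list, fell 4.90-fold from 2480 ± 544 to 488 ± 185 (SD, n = 3 and 4; edgeR adjusted p = 0.000885), and Sparc, a matrix protein of the same list, 1.65-fold. Mki67, the proliferation antigen, fell 43.2-fold from 49.0 ± 12.5 to 1.07 ± 0.728 and Top2a, a topoisomerase of dividing cells, 26.7-fold. Ccnf, or cyclin F, went from 45.8 ± 16.7 to 2 reads in the 4 samples of 16 weeks. Of the scored spinal cord cells 5 of 171 were cycling at 3 weeks and 0 of 145 at 16 weeks. The falls of division genes may thus rest on few cells. Slc34a2, a sodium phosphate cotransporter, was the 1 gene that rose, 2.36-fold from 1410 ± 63.7 to 3210 ± 162 (adjusted p = 0.00532), and did not pass in the counts as deposited (adjusted p = 0.973). Of 20 G2/M genes 10 fell (adjusted over the list alone, 15) and of 20 S phase genes 2 (adjusted over the list alone, 5), with camera adjusted p = 8.98e-19 and 3.40e-05. Both had adjusted p = 0.157 with an estimated correlation. The other lists past the camera threshold in spinal cord were homeostatic genes (down, adjusted p = 0.00330), phagocytic genes (down, 0.0110), type I interferon genes (down, 0.0110), immediate early genes (down, 0.0337), MHC class I genes (up, 0.00966) and ribosomal protein genes (up, 0.00330). None of these passed with an estimated correlation (adjusted p = 0.454, 0.397, 0.454, 0.454, 0.345 and 0.345). Fcrls lies on chromosome 3 from 87250758 to 87263738.

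In cerebellum the 4 called genes were Mrc1, the macrophage mannose receptor whose protein was a marker of the sort, Apoe, Serpine2, a serine protease inhibitor, and the splicing factor gene Cwc22. Mrc1 fell 234-fold from 61.3 ± 33.6 to 0.265 ± 0.529 (SD, n = 3 and 4), Serpine2 1.99-fold and Cwc22 15.8-fold from 286 ± 129 to 18.1 ± 14.5. Cerebellar phagocytic and disease-associated genes were down by camera with adjusted p = 1.04e-05 (1 of 20 fell, 8 adjusted over the list alone), as were type I interferon genes (0.000859) and endothelial markers (0.0326), and oxidative phosphorylation genes were up (0.0326). Their adjusted p was 0.113, 0.417, 0.417 and 0.645 with an estimated correlation. In cortex the remaining called genes were Rn18s-rs5, a ribosomal RNA related sequence that rose 1.48-fold, and Smpd2, a sphingomyelinase that fell 7.25-fold, and the actin list was down (adjusted p = 0.00104; adjusted p = 0.167 with an estimated correlation). In hippocampus Pon3, a paraoxonase, rose 2.69-fold, Rhob, a small GTPase, fell 2.34-fold and Tcirg1, a proton pump subunit, fell 2.03-fold, and 4 mitochondrially encoded genes rose. No list passed by camera in hippocampus or corpus callosum, where 4 and 5 lists had an unadjusted p below 0.05 and fry called 0 and 0.

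All genes named between 3 and 16 weeks were chosen after their values were seen. By edgeR the counts were 31 genes in spinal cord (1 rise and 30 falls), 11 in hippocampus (7 and 4), 7 in cortex (3 and 4), 4 in cerebellum (0 and 4) and 0 in corpus callosum, where 586 genes had an unadjusted p below 0.05 and DESeq2 called 336. Counts as deposited gave 30, 10, 26, 8 and 0 genes. Many of the 31 genes in spinal cord were genes of cell division, where few cells were cycling at 3 weeks. Spinal cord had 7 genes with all 51 region samples in the fit, 4 of them among the 31, and 19 without plate columns 1 and 2, 18 of them among the 31. Hippocampus had 2 genes without these columns and 4 with cells of at least 1000 genes, all of them rises, but 68 with all 51 region samples, all 11 among them. DESeq2 gave another balance, with 188 rises and 219 falls in spinal cord, 139 and 122 in hippocampus, 150 and 86 in cortex, and 103 and 231 in cerebellum. Leaving out any 1 of the 7 region samples gave 0 to 3 genes in cortex and 0 to 5 in hippocampus. In cerebellum none of the 4 called genes passed without replicate 2 of 3 weeks or without replicate 4 or 2 of 16 weeks (0, 0 and 1 genes, the last another gene, which was higher), 1 of them passed without replicate 3 of 3 weeks, and 2 passed without replicate 1 of 3 weeks and without replicate 3 of 16 weeks. In corpus callosum 1 gene passed without replicate 1 of 16 weeks. Age and plate change together within a region: in a fit over all 5 regions, 18 of the 48 genes called in any region passed for age without a plate term and 1 with it. That 1 gene was Slc34a2, whose log2 change went from 0.51 to 2.47 (edgeR adjusted p = 0.000919 with the term). The fit with the term assumes the same age change in every region. Only 1 plate, with spinal cord of 3 weeks and cortex of 16 weeks, held both ages. Slc34a2 was itself called for a different change between regions, so 2.47 cannot be read as its age change without plate. The sizes with the term given below rest on the same assumption. Over the 48 genes the median standard error rose from 0.875 to 3.06 with the term, so lost calls do not by themselves point to the plate. Some changes kept most of their size or grew, Srgn from 2.37 to 1.99, Apoe from -2.22 to -2.07 and Fcrls from -1.26 to -1.83 on the log2 scale. Others shrank, Malat1 from 0.69 to 0.25 and Lag3 from -1.31 to -0.55, and Tcirg1 turned from -0.57 to 0.12.

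Regions were compared within each age to ask where microglia differ by location. At 3 weeks edgeR called 73 of 15337 genes. Cst3 was at 57500 ± 3000 CPM in cortex and 56200 ± 2280 in hippocampus, 46300 ± 2000 in corpus callosum, 33800 ± 1860 in spinal cord and 28200 ± 1100 in cerebellum (SD, n = 3 each; adjusted p = 3.75e-07). Crybb1 ranged from 330 ± 52.6 in cortex to 59.8 ± 15.0 in cerebellum, Ckb, a creatine kinase, from 685 ± 103 in cortex to 274 ± 5.02 in cerebellum, and Lag3 from 1020 ± 159 in cortex to 412 ± 66.8 in spinal cord. The actin-linked genes Parvg, Cfl1, Fscn1 and Cotl1 also had lower means in cerebellum and spinal cord than in cortex and hippocampus, with Fscn1 at 514 ± 128 in cortex and 207 ± 28.1 in spinal cord. Lair1, an inhibitory collagen receptor, and Ctsc, a lysosomal protease, ran the other way: Lair1 was at 1350 ± 87.0 in spinal cord and 636 ± 43.0 in cortex, Ctsc at 1770 ± 250 and 702 ± 132. Cst3 lies on chromosome 2 from 148871722 to 148875692.

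Between single regions at 3 weeks, 87 genes separated cortex from cerebellum, 61 hippocampus from cerebellum, 53 cortex from spinal cord and 41 hippocampus from spinal cord, while the other 6 pairs had 0 to 3. Cortex and hippocampus shared a plate, as did corpus callosum and cerebellum. On these plates hippocampus differed from cortex in 0 genes (738 with unadjusted p below 0.05; DESeq2 170) and cerebellum from corpus callosum in Cst3 alone (1.59-fold lower in cerebellum, adjusted p = 9.32e-05; DESeq2 269). Cells of cortex and hippocampus also had lower median mitochondrial shares (0.74% and 0.88%, against 1.51% to 2.09% in the other regions), and 5 of the 73 genes were mitochondrially encoded. Counts as deposited gave 120 genes over all regions at 3 weeks, 0 for hippocampus against cortex and 0 for cerebellum against corpus callosum.

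At 16 weeks 8 of 14196 genes differed between regions by edgeR. Fcrls was at 3600 ± 1200 in cortex, 3020 ± 1040 in hippocampus, 1730 ± 847 in corpus callosum, 1060 ± 318 in cerebellum and 488 ± 185 in spinal cord (SD, n = 4 each; adjusted p = 0.00168). Cd14, a co-receptor for lipopolysaccharide, was highest in cerebellum (630 ± 108) and spinal cord (567 ± 142) and at 241 ± 5.28 in cortex. Ifi30, a thiol reductase of antigen processing, was at 381 ± 46.8 in spinal cord and 137 ± 52.8 in hippocampus, and Slc34a2 at 3210 ± 162 in spinal cord and 1580 ± 174 in cortex. AU020206 and Tet3, a DNA demethylase, were the other 2 called genes with at least a 2-fold range. Bank1, Tnfsf13b, Abcg1 and Fchsd2, the next 4 by p among genes with such a range, did not pass (adjusted p from 0.0938 to 0.266). Counts as deposited gave 6 genes, and there Slc34a2 did not pass (adjusted p = 0.189); DESeq2 gave 161.

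In embryos 3 of 14884 genes differed between regions by edgeR, among them Ccl9, a chemokine, and Atp8a1, a phospholipid flippase. Ccl9 was at 394 ± 64.6 in cerebellum, 344 ± 63.8 in forebrain, 223 ± 64.3 in midbrain and 110 ± 32.2 in spinal cord, and Atp8a1 at 177 ± 34.7 in forebrain and 71.9 ± 8.29 in cerebellum (SD, n = 4 each; both adjusted p = 0.0417). The third, Rsrp1, varied by less than 2-fold. Ctsl, Rab20, Ugt1a7c, Slc12a7, Gpx3, Ftsj3, Slc12a2 and Herc1, next by p among genes with at least a 2-fold range, did not pass (adjusted p up to 0.421). Counts as deposited, RLE normalization, cells of microglia-like clusters only and the replicate number as a block each gave 0 genes. Leaving out any 1 of the 16 region samples gave 0 to 6, at most 1 without any sample but forebrain replicate 4. Ccl9 lies on chromosome 11 from 83572919 to 83578636.

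Pairs of regions on the same plate were also compared at the other ages. In embryos spinal cord differed from cerebellum in Ccl9 alone, 3.46-fold lower in spinal cord (edgeR adjusted p = 0.0241; 1042 genes with unadjusted p below 0.05; DESeq2 118). Without any 1 of 6 of the 8 region samples, all 4 of spinal cord and replicates 3 and 4 of cerebellum, 0 genes passed. None passed with cells of microglia-like clusters only, without plate columns 1 and 2, or with the replicate number as a block. Midbrain differed from forebrain in 0 genes (1178 unadjusted; DESeq2 153), or 2 without forebrain replicate 4. At 16 weeks corpus callosum differed from hippocampus in 0 (1002 unadjusted; DESeq2 250), or 1 without hippocampus replicate 4, and spinal cord from cerebellum in 0 (847 unadjusted; DESeq2 200). Counts as deposited gave 0 genes in all 4 pairs. At 3 weeks 1 gene separated hippocampus from cortex without cortex replicate 1 or without hippocampus replicate 3, and 2 separated cerebellum from corpus callosum without cerebellum replicate 3.

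Gene lists moved in some of these pairs, in which at most 1 single gene passed. Embryonic midbrain was higher than forebrain by camera in S phase genes (adjusted p = 1.41e-12, 7 of 20 adjusted over the list alone), G2/M genes (0.0438), neuron markers (4.02e-05), actin genes (0.000438) and oxidative phosphorylation genes (0.0181), and lower in homeostatic genes (4.08e-09), lysosome genes (0.0184) and interferon genes (0.0194). With an estimated correlation none passed (adjusted p = 0.154, 0.911, 0.218, 0.430, 0.571, 0.168, 0.571 and 0.430). In the counts as deposited the lysosome list turned direction and did not pass (adjusted p = 0.306). Embryonic spinal cord was higher than cerebellum in G2/M genes (adjusted p = 0.000301) and lower in ribosomal protein genes (3.63e-10), oxidative phosphorylation genes (8.01e-07), homeostatic genes (1.58e-05), glycolysis genes (0.00782) and actin genes (0.00782). With an estimated correlation none passed (adjusted p = 0.589, 0.433, 0.433, 0.433, 0.433 and 0.589). At 3 weeks cerebellum was lower than corpus callosum in homeostatic genes (adjusted p = 3.27e-09; 0.0232 with an estimated correlation, 8 of 20 lower adjusted over the list alone). It was also lower in actin genes (0.000208), oligodendrocyte markers (0.0192) and oxidative phosphorylation genes (0.0116) and higher in phagocytic genes (5.97e-06), which with an estimated correlation had adjusted p = 0.0576, 0.0913, 0.221 and 0.0576. Hippocampus and cortex differed in 0 lists by camera (1 with unadjusted p below 0.05; fry 0). At 16 weeks corpus callosum was higher than hippocampus in neuron markers (adjusted p = 0.00106) and astrocyte markers (0.00589) and lower in homeostatic (1.47e-05), G2/M (0.00388) and complement genes (0.0242). With an estimated correlation none passed (adjusted p = 0.0742, 0.0742, 0.0906, 0.590 and 0.105). In thinned cells the neuron markers turned direction and did not pass (adjusted p = 0.925). Spinal cord at 16 weeks was lower than cerebellum in complement genes and higher in actin genes (both adjusted p = 0.0460; both adjusted p = 0.147 with an estimated correlation). Monocyte, erythroid, granule neuron, neutrophil and T and NK cell markers passed in no comparison in which they were tested, with lowest adjusted p = 0.0746, 0.228, 0.484, 0.721 and 0.331.

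The last tests asked whether age changes differ between regions. No pair of regions shared a plate at both ages compared, so a difference between plates could give such a result too. From embryonic age to 3 weeks, 15 genes passed for a different change in spinal cord and cerebellum by edgeR, all falling less in spinal cord. With the labels of 3 weeks kept and the embryonic labels exchanged, 16 of 70 splits had as many genes (median of the others 13). The count thus depended little on the embryonic labels and does not by itself show that the age change differed. Of the 15 genes, the 5 with the smallest p are named here. Tacc3, a spindle protein, had 0 reads in cerebellum at 3 weeks, against 114 ± 46.3 CPM in embryos (SD, n = 4), and went from 159 ± 28.7 to 33.9 ± 10.5 in spinal cord (adjusted p = 0.00022). Aurkb, a mitotic kinase, had 0 reads in cerebellum against 92.6 ± 39.2 in embryos and went from 113 ± 30.8 to 12.1 ± 6.35 in spinal cord (adjusted p = 0.00325). Fignl1, Ccnf and Ankle1 were the others. DESeq2 called 514 genes, of which 147 had a higher and 367 a lower change in spinal cord, so that the balance turned, and counts as deposited gave 9. With all 51 region samples in the fit 1 gene passed, with a lower change in spinal cord, and 0 of the 15. The count was 3 without plate columns 1 and 2, and 5 to 9 without any of 9 region samples, the lowest without cerebellum replicate 1 of 3 weeks.

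From 3 to 16 weeks, 28 of 19580 genes changed differently between the 5 regions by edgeR. A difference between plates could give any of these patterns, so the test cannot tell region from plate. Cst3 fell in cortex and hippocampus, which shared a plate at 3 weeks. Its means were 28200 and 30000 in cerebellum and 33800 and 34900 in spinal cord (adjusted p = 0.00034). Ifi30 means went from 286 to 155 in cortex and from 280 to 137 in hippocampus, but from 186 to 278 in corpus callosum and from 311 to 381 in spinal cord (adjusted p = 0.0038). Slc34a2 went from 1420 to 2980 in corpus callosum and from 1410 to 3210 in spinal cord, and was at 2430 and 2380 in cerebellum (adjusted p = 0.0038). Gpr34, a lysophospholipid receptor of microglia, went from 3120 to 5960 in cortex and from 5090 to 4280 in spinal cord (adjusted p = 0.0038), and Rn18s-rs5 from 7530 to 12900 in cerebellum and from 7520 to 7590 in corpus callosum (adjusted p = 0.00124). Counts as deposited also gave 28 genes, and there Slc34a2 did not pass (adjusted p = 0.528); DESeq2 gave 169.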

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

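The tests of the wells in plate columns 1 and 2 were chosen only after the result was seen; the tests of single values against their group had been chosen before. Of 234 groups of region samples tested for a single value far from the others, 13 had one, and chance gives about 1 in 20 groups.

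In embryonic cerebellum, Thrsp was at 0.0664 CPM in replicate 3, where the other 3 had 0, Csmd3 at 7.17 in replicate 2, with the nearest at 0.589, and Tnfsf13b at 0.412 in replicate 4. These 3 genes rose to 3 weeks, and the high values lie in the low group. In embryonic spinal cord Mif was at 54.3 in replicate 4, with the nearest at 36.4. In embryonic midbrain Atp8a1 was at 179 and Herc1 at 184 in replicate 1, and Gpx3 at 237 in replicate 4; in embryonic forebrain Ccl9 was at 249 in replicate 4, with the nearest at 367. At 16 weeks Mrc1 was at 1.06 in cerebellum replicate 3, where the other 3 had 0, Zfp61 at 0.892 and Cst3 at 45100 in spinal cord replicates 4 and 1, Cd14 at 386 in corpus callosum replicate 1, and Bank1 at 311 in cortex replicate 1. All these values were kept.

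The test for a different change from embryonic age to 3 weeks in spinal cord and cerebellum called 15 genes. That for the change from 3 to 16 weeks between the 5 regions called 28 genes. The count of 15 depended little on the embryonic labels: with these exchanged and those of 3 weeks kept, 16 of 70 splits had as many. Of 28 blank wells 3 had at least 500 genes (618, 2069 and 2345). Blank wells entered no comparison. Apart from their numbers of detected genes and of G2/M genes, what they contain was not analysed here.

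Of the deposited counts in the wells of plate columns 1 and 2, 87.4% were counts of other wells of the same row. After these were taken out, 0 of 1960623 rows were below 0, and the median number of genes in these wells went from 9432.5 to 2738.5. Deeper sequencing would not explain the surplus of genes: at equal reads the counts as deposited still had at least 1.9 times the genes of other wells on every plate, and the wells' own counts 0.91 to 1.14 times.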

How the results depend on the processing

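Counts as deposited, leaving out plate columns 1 and 2, and leaving them out with thinned cells were chosen only after the result was seen; the other alternatives were fixed before. Values are numbers of genes past the threshold unless another unit is given, and the cause of the differences was not tested. Of the results for single named genes under these alternatives 2241 stayed, 445 were weaker, 24 stronger and 0 reversed. Tests over several regions give no direction, so genes named there could not reverse. For single lists 1528 stayed, 110 were weaker, 38 stronger and 2 reversed. These cover all 342 list results, most of which had not passed at first. Those that stayed thus include lists that failed again, and do not show how well passing lists held.

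From embryonic age to 3 weeks cerebellum had 944 genes, 2154 by DESeq2 and 591 without plate columns 1 and 2. With the replicate number as a block it had 611, although between these ages a number cannot mark 1 mouse. Spinal cord had 536, and 1374 by DESeq2. Without each region sample in turn the counts were 545 to 712 in cerebellum and 301 to 411 in spinal cord.

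From 3 to 16 weeks cerebellum had 4 genes, 334 by DESeq2, 135 without the low-count filter, 8 as deposited and 2 without plate columns 1 and 2. Spinal cord had 31, 407 by DESeq2, 156 without the filter, 47 with thinned cells, 59 with microglia-like clusters only, and 7 with all 51 region samples in the fit. It had 19 without plate columns 1 and 2 and 12 without them and with thinned cells. Cortex had 7, 11 with RLE normalization, 236 by DESeq2, 98 without the filter, and 21 with thinned cells. It had 41 with all 51 region samples, 26 as deposited and 14 without plate columns 1 and 2 and with thinned cells. Hippocampus had 11, 261 by DESeq2, 101 without the filter, and 4 with cells of at least 1000 genes. It had 18 with thinned cells, 68 with all 51 region samples, 2 without plate columns 1 and 2 and 6 without them and with thinned cells. Corpus callosum had 0, 336 by DESeq2, 32 without the filter and 8 with all 51 region samples. Without each region sample in turn the counts were 0 to 6 in cerebellum, 24 to 44 in spinal cord, 0 to 3 in cortex, 0 to 5 in hippocampus and 0 to 1 in corpus callosum. The plate term was planned for the named genes only, of which there were 0 here, so it gave no value under this plan.

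Over regions in embryos 3 genes passed, 277 by DESeq2, 10 with all 51 region samples, 1 without plate columns 1 and 2 and with thinned cells, and 0 with RLE normalization, with microglia-like clusters only, as deposited and with the replicate block. At 3 weeks 73 passed, 774 by DESeq2, 569 without the filter, 129 with thinned cells and 120 as deposited. At 16 weeks 8 passed, 161 by DESeq2, 1374 without the filter, 100 with all 51 region samples and 15 with the replicate block. Without each region sample in turn the counts were 0 to 6, 55 to 77 and 6 to 10.

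Midbrain against forebrain in embryos had 0 genes, 153 by DESeq2 and 2 with all 51 region samples. Spinal cord against cerebellum in embryos had 1, 118 by DESeq2, 6 without the filter, 5 with thinned cells, 2 with all 51 region samples, and 0 with microglia-like clusters only, as deposited, without plate columns 1 and 2 with or without thinned cells, and with the replicate block. Hippocampus against cortex at 3 weeks had 0, 170 by DESeq2 and 19 without the filter. Cerebellum against corpus callosum at 3 weeks had 1, 269 by DESeq2, 44 without the filter, 3 with all 51 region samples, 0 as deposited and 2 with the replicate block. Corpus callosum against hippocampus at 16 weeks had 0, 250 by DESeq2, 26 without the filter and 8 with all 51 region samples. Spinal cord against cerebellum at 16 weeks had 0, 200 by DESeq2 and 12 without the filter. Without each region sample in turn these pairs had 0 to 2, 0 to 1, 0 to 1, 1 to 2, 0 to 1 and 0 to 0.

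The interaction of spinal cord and cerebellum had 15 genes, 514 by DESeq2, 50 without the filter, 26 with microglia-like clusters only, 1 with all 51 region samples, 9 as deposited, 3 without plate columns 1 and 2 and 2 without them and with thinned cells. That over 5 regions had 28, 169 by DESeq2, 188 without the filter and 67 with all 51 region samples. Without each region sample in turn the counts were 5 to 18 and 22 to 31.

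Differences in the share of cycling cells, in percentage points, reversed in corpus callosum from 3 to 16 weeks, from -0.54 to 0.36 with at least 3 of 20 genes and 0.16 in cells not thinned. Without each region sample in turn they were -19.77 to -15.67 and -31.58 to -25.18 from embryonic age to 3 weeks in cerebellum and spinal cord, and from 3 to 16 weeks 1.67 to 2.78 in cortex, 0.79 to 1.61 in hippocampus, -0.81 to 0 in corpus callosum, 0 in cerebellum and -3.55 to -2.56 in spinal cord.

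Numbers of lists past the threshold moved as follows. With an estimated correlation 8 of 14 passed in cerebellum and 9 of 18 in spinal cord from embryonic age to 3 weeks, 0 from 3 to 16 weeks in cerebellum, spinal cord and cortex, 0 for midbrain against forebrain, for both comparisons of spinal cord with cerebellum and for corpus callosum against hippocampus, and 1 for cerebellum against corpus callosum. By fry 1 passed from 3 to 16 weeks in cerebellum, 3 in spinal cord, 1 for midbrain against forebrain, 2 for corpus callosum against hippocampus, and 0 for spinal cord against cerebellum in embryos and at 16 weeks. With thinned cells 7 passed from 3 to 16 weeks in cerebellum, 3 in cortex, 2 in hippocampus, 1 in corpus callosum, and 2 for corpus callosum against hippocampus. As deposited 2 passed from 3 to 16 weeks in cortex, 4 in hippocampus, 1 in corpus callosum, and 1 for spinal cord against cerebellum at 16 weeks. Without plate columns 1 and 2 these were 1 in hippocampus, 2 in corpus callosum and 0 for spinal cord against cerebellum at 16 weeks. The lysosome list for midbrain against forebrain reversed as deposited (adjusted p = 0.306), and the neuron markers for corpus callosum against hippocampus with thinned cells (adjusted p = 0.925).

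Whether replicate numbers pair region samples was checked by correlating their deviations from the group means. No pair with the same number had a correlation above 0.1 (0 of 24 in embryos, 0 of 30 at 3 weeks and 0 of 40 at 16 weeks), the limit for treating the numbers as pairs. The mean correlations were 0.02, 0.033 and 0.039, against -0.007, -0.016 and -0.013 for different numbers, with highest values of 0.049, 0.027 and 0.034. By a count chosen after the data were seen, 10 of 16, 15 of 15 and 20 of 20 region samples correlated best with their own number, a hint from the data that numbers mark mice at 3 and 16 weeks. With the replicate number as a block, regions at 3 weeks had 82 genes, spinal cord from embryonic age to 3 weeks 360, and the interaction over 5 regions 34.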

Other observations

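Of the tests below, those of the wells in plate columns 1 and 2 were chosen only after the result was seen.

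Apoe was at 11100 to 17500 CPM in embryonic regions, at 2120 to 4030 at 3 weeks and at 498 to 1000 at 16 weeks. In spinal cord between 3 and 16 weeks 4 more genes fell by edgeR, chosen after their values were seen: Mpi, a mannose phosphate isomerase, 4.67-fold, Grn, or progranulin, 1.44-fold, Zfp61 135-fold and Sgk1, a kinase induced by glucocorticoids, 2.56-fold. Srgn means at 16 weeks were 135 in cerebellum, 180 in corpus callosum and 201 in spinal cord, against 47.2, 39.3 and 70.4 at 3 weeks, and did not pass there (adjusted p = 0.403, 0.507 and 0.132).

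The wells of plate columns 1 and 2 held several times the genes of other wells as deposited. Wells whose names begin with the same characters may have been pooled when counts were collected per well, since 0 rows fell below 0 when they were taken out. Deeper sequencing is argued against by a lowest ratio of 1.9 at equal reads. At which step the counts were joined stays open; the reads of these wells, searched by their own barcodes, would test it.

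Microglia of cortex and hippocampus differed from those of cerebellum and spinal cord at 3 weeks. Region of origin may set these levels, and then the same regions should differ alike at 16 weeks, on other plates: 3 of 120 relabellings of the regions had as large a median correlation, the real 1 (0.514) among them. The low mitochondrial shares on the plate of cortex and hippocampus (0.74% and 0.88%) set these libraries apart. A difference between plates cannot be excluded, as 3 of 15 placements of regions on plates gave as large a share of variance between plates. What stays open is how much of it is plate; microglia of cortex and spinal cord sorted onto a shared plate would test it.

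Srgn and Malat1 rose and Apoe and Lag3 fell from 3 to 16 weeks in some regions. Maturation of microglia may cause this. The median change in thinned cells was 0.917 times that in all reads, over 53 pairs of gene and region. Many of these pairs were division genes in spinal cord. Counts were scaled to library size, so thinning would leave changes much the same in any case. It cannot decide whether a difference in reads per cell plays a part. A difference between plates cannot be excluded: with a plate term the log2 changes of Srgn and Apoe over 5 regions went from 2.37 to 1.99 and from -2.22 to -2.07, but those of Malat1 and Lag3 from 0.69 to 0.25 and from -1.31 to -0.55. Over all 48 genes the median change was 1.248 times that without, a ratio that division genes with unstable fits raise, and 36 kept their sign. The fit with a plate term assumes the same age change in every region. Both ages of a region on a shared plate would test for a difference between plates.

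Whether chance could give as many genes was checked by other splits of the same region samples. From embryonic age to 3 weeks 1 of 35 splits, the real one, had as many genes in cerebellum (944, highest other 0) and 1 of 35 in spinal cord (536, highest other 1). From 3 to 16 weeks it was 1 of 35 in cerebellum (4, highest other 2), spinal cord (31, highest other 6), cortex (7, highest other 0) and hippocampus (11, highest other 0). Over regions it was 1 of 100 in embryos (3, highest other 0), at 3 weeks (73, highest other 1) and at 16 weeks (8, highest other 1). For embryonic spinal cord against cerebellum it was 1 of 35 (1, highest other 0). For cerebellum against corpus callosum (1 of 10; 1, highest other 0) the splits are too few to tell. Where the real split had 0 genes every split has as many, so the counts of 35 of 35 for corpus callosum between 3 and 16 weeks, midbrain against forebrain, corpus callosum against hippocampus and spinal cord against cerebellum at 16 weeks, and 10 of 10 for hippocampus against cortex, say nothing about chance; their highest other splits had 0, 1, 1, 0 and 0 genes.

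For the interaction over 5 regions 1 of 60 splits had as many genes (28, highest other 1), which does not separate region from plate. For that of spinal cord and cerebellum 3 of 100 did (15, highest other 24, median of the others 0), a share below a limit of 0.05 by a small margin. Earlier versions of the count gave 3 of 60, which is at that limit, and 2 of 60 with repeats removed after that was seen. A further count, added after these, kept the labels of 3 weeks and exchanged only the embryonic ones. There 16 of 70 splits had as many genes (lowest other 6, median 13, highest 24). The 15 genes thus depended little on the embryonic labels, so the splits cannot show that the age change itself differed.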
